# Gene expression analysis in SV-40 immortalized human corneal epithelial cells cultured with an air-liquid interface

**Published:** 2010-10-15

**Authors:** Dario Greco, Kati-Sisko Vellonen, Helen C. Turner, Marika Häkli, Timo Tervo, Petri Auvinen, J. Mario Wolosin, Arto Urtti

## Abstract

**Purpose:**

To compare the global gene expression profile of stratified epithelia generated in vitro using simian virus 40 (SV40) immortalized human corneal epithelial cells with the previously reported gene expression of normal human corneal epithelia.

**Methods:**

Immortalized cells expanded in submerged culture were grown in an air-liquid interface of liquid permeable collagen-coated filters to foster stratification and differentiation. Stratified epithelia displaying resistances exceeding 300 Ω · cm^2^ were dissolved in an RNA purification lysis buffer. Purified RNA was used to globally determine gene expression levels using high-density single-channel oligonucleotide microarrays. Raw hybridization readings were converted into relative gene expression levels using Robust Multi-array Average (RMA) algorithm. Expression levels for selected genes were validated by real-time RT-qPCR. The biologic significance of the gene expression profiles was interpreted with the help of several microarray software analysis tools and ad hoc thematical analysis.

**Results:**

The stratified cell culture to native epithelial comparison identified over- and under-expression in 22% and 14% of the probed genes, respectively. The larger expression decreases occurred in genes intimately associated with both the stratified epithelial lineage at large such as keratin 14 and the corneal phenotype, such as keratin 12, connexin 43, aldehyde dehydrogenases (*ALDH*s), and paired box gene 6 (*PAX6*) and its whole downstream transcriptome. Overexpression related to genes associated with cell cycling stimulation.

**Conclusions:**

The results indicate that the stratified corneal epithelial cell model generated using SV40 immortalized cells may be useful only in certain research applications. Extrapolations of studies with these cells to actual tissue cells should be done with a great deal of caution.

## Introduction

The corneal epithelium is a stratified lining that serves as a critical protective barrier for the cornea. It prevents pathogen infiltration and limits fluid inflow into the transparent, dehydrated corneal stroma. The latter is primarily accomplished by high ionic resistance tight junctions coupled to an apical membrane with low solute permeability [1]. The junctions and the properties of the apical membrane develop as upwardly migrating cells reach the most apical position in a constant renewal process [2-5]. This barrier presents a challenge for the intraocular delivery of drugs and other medically useful compounds through the trans-corneal route. The stratified, compact nature of the lining also implies that applied compounds may be modified or metabolically eliminated and thereby not reach their intended intra-corneal or intra-ocular destinations.

In recent years, cell culture models based on both primary and immortalized cells have been developed as potentially reliable models of the native human corneal epithelium for either basic research or chemical testing [6]. This latter aspect reflect a need to find new means of ocular toxicity testing, which currently rely on undesirable ex vivo or in vivo animal experimentation (Draize test) [7]. A reliable in vitro human cell model of the corneal epithelium would reduce the need for such experiments and avoid the erroneous results that may originate from species differences.

Continuously growing cells are preferred as an indefinite source of human cells, because they are renewable and easily maintained. Simian virus 40 (SV40) immortalized human corneal epithelial (iHCE) cell lines were independently developed by Araki-Sasaki et al. [8] and Kahn et al. [9]. Immortalization is elicited by the expression in the transduced cells of the virus large T antigen, a master gene that causes global changes in gene expression [10]. These cells have been widely used in studies aimed at characterizing multiple activities or features of the corneal epithelium, including wound healing [11-13], gene transfer [14,15], drug transporters [16-18], cytotoxicity [19,20], and penetration properties of drugs [21].

In spite of the induced transformation, when grown on permeable filters at an air-liquid interface, the SV40 immortalized cells stratify, yielding multi-strata that resemble in many aspects both epithelia generated with untransformed corneal cells and native tissue [22]. Apical microvilli, tight junctions, and desmosomes can be easily identified. The model epithelia possess substantial electrical resistances, and their permeability to solutes approximates those of the native epithelium over a wide range of physicochemical properties [23]. Thus, tests with this model system may provide a viable alternative to investigating ocular absorption and toxicity in laboratory animals.

Yamasaki et al. [24] recently studied the genomic content of this cell line. They found that the genome of these cells is altered and contains several insertions and deletions compared to the normal genome. Since cell immortalization with large T antigen inhibits the function of tumor-suppressor proteins p53 and retinoblastoma 1, which contribute to the repair of DNA damage, genomic aberrations in the immortalized cells having high passage numbers (over 60) were not unexpected. Additionally, they investigated gene expression by the expressed sequence tags (EST) method and identified over 700 dominantly transcribed genes in the immortalized cells. A substantial fraction of genes encoding subunits of ribosomal proteins suggested enhanced protein synthesis in this cell line.

Since gene expression is strongly affected by cell culture conditions, we have now compared the gene expression profile of these cells when in the stratified, high transepithelial resistance condition, which is used to mimic the normal environment of the corneal epithelium, against the profile for the native, freshly isolated epithelium [22]. The results indicate that cells in the iHCE-based epithelium exhibits major differences in gene expression with respect to the reference tissue, particularly in regard to components of the tissue-specific phenotype.

## Methods

### Cell culture

The SV40 immortalized human corneal epithelial cell line (p4) was originally obtained from Dr. Hitoshi Watanabe (Osaka University, Osaka, Japan) [8]. During the cell expansion phase the iHCE cells were maintained in DMEM/Ham’s F12 (1:1; Gibco, Invitrogen, Paisley, UK), 15% FBS (Gibco, Invitrogen), 0.3 mg/ml L-glutamine (Gibco, Invitrogen), 5 µg/ml insulin (Gibco, Invitrogen), 0.1 µg/ml cholera toxin (Calbiochem, La Jolla, CA), 10 ng/ml EGF (Invitrogen, Carlsbad, CA), 0.5% dimethyl sulfoxide (DMSO; Sigma, St. Louis, MO), 0.1 mg/ml streptomycin, and 1000 IU/ml penicillin (Gibco, Invitrogen). Cells (passages of 22–23) were seeded on collagen-coated permeable supports (Transwell® Polyester Membrane Insert; Costar, Cambridge, MA) and cultured for 7 days as described earlier [22]. The medium was then supplemented with 40 µg/ml L(+)-ascorbic acid (Sigma, St. Louis, MO) and the supra-apical solution was removed. Trans-epithelial electrical resistance was tracked in situ with an EVOM resistance meter in Endohm chambers (World Precision Instruments, Sarasota, FL).

### Microarray processing

Cultures with resistances exceeding 300 Ω · cm^2^ were dissolved in TriReagent (MRC, Columbus, OH). Total RNA isolated from this solution was further purified using RNAeasy spin columns (Qiagen, Valencia, CA). RNA concentration and purity were determined from 260 nm and 280 nm absorbances. Integrity was determined using the Agilent 2100 BioChip (Agilent Technologies., Palo Alto, CA). The RNA was subjected to a single amplification run, labeled with biotin nucleotides, digested into proper size fragments, and hybridized to the HG-U133A gene microarray (Affymetrix, Santa Clara, CA) following a standard protocol established by Affymetrix. Hybridized chips were reacted with FITC-avidin and raw fluorescence intensities were read with a laser reader. HG-U133A contains >22,000 probes that provide for the representation of about one-half of the human genome. The raw signal intensity readings have been deposited in the Gene Expression Omnibus (GEO) under the accession number GSE22539.

The tissue (t)HCE data used in this study were generated previously for comparative study of gene expression profiles in freshly isolated human corneal and conjunctival epithelia [25]. The intact central cornea tHCE was obtained in that study by overnight incubation of quarters of donor cadaver corneas (procured from the National Disease Research Interchange (Philadelphia, PA) at 4 °C in 5 μg/ml Dispase type II dissolved in DMEM. The raw data in the form of an Affymetrix file can be found in the public domain GEO, series accession number GSE5543.

It is pertinent to point out that the experimental steps for the generation of the microarray results, starting with RNA repurification and ending in HG-U133A signal intensity readings, were performed at the MicroaArray Shared Facility of the Mount Sinai School of Medicine, New York, NY, under near identical conditions, including reagent used, technical personnel and automated microarray instrumentation.

### Data analysis

Microarray raw data files for three independent replicates of iHCE stratified cultures and previously published tHCE generated from Dispase-isolated epithelia that were processed in an identical manner to the current processing were imported into R v. 2.8.0 Bioconductor [26]. Custom CDF v. 10 was used to re-annotate the probes present on the HG-U133A chipset according to the Entrez gene database [27]. This reannotation considers only the microarray probe most proximal to the 3′end of the target sequence. Relative gene expression values were calculated by the Robust Multi-array Average (RMA) algorithm. In this method, normalization is performed across the whole data set; only the perfect match (PM) of the Affymetrix probes are used [28]. iHCE/tHCE ratios (Rs) are displayed throughout the tables as the logarithm on the base 2 of R.

Differential expression was tested by the *t*-test implemented in the limma package [29]. One set of over-, and under-expressed genes consisted of those genes complying with the p<0.01 criteria after application of the post hoc Benjamini-Hochberg correction, which allows a False Discovery Rate (FDR) <1%. A second, highly restricted set consisted of those genes complying with the p<0.01 filter after processing the data using the exacting Bonferroni post hoc correction.

The Database for Annotation, Visualization, and Integrated Discovery (DAVID) functional annotation tool [30] was used to identify over- and under-represented biologic themes. Gene networks were inferred using the Genomatix BiblioSphere v. 7.0 software. In the BiblioSphere process, connections in the network were drawn if two genes were either co-cited in the literature or contain consensus binding sites in their promoter regions for specific transcription factors and global differences in genes based on their promoters. In addition, differences in selected critical cell signal transduction pathways or gene families were manually examined using pathways depicted in Kegg or Biocarta.

### Real-Time RT–PCR

iHCE RNA was isolated from two separate cell culture batches, each with three replicates, distinct from those used for the microarray measurements. Three independent replicates of tHCE samples were obtained from photorefractive keratectomy (PRK) eye surgery performed at the Eye Clinic Silmäkeskus Laser Oy, Helsinki, Finland. Collection of this tissue was sanctioned by the local IRB and performed after obtaining informed, written consent from the donors. The use of human tissues was in accordance with the Declaration of Helsinki. Total RNA was isolated from these samples using RNAqueous^®^ -Micro or RNAqueous^®^-4PCR kits (Ambion, Austin, TX).

Quantitative real-time RT–PCR was used to validate the microarray results using a combination of over- and under-expressed genes. Genomic DNA contamination was eliminated by treating the samples with DNase I (Ambion). RNA (2 µg) was transcribed into cDNA using M-MuLV reverse transcriptase (Fermentas, Hanover, MD) and random primers (Fermentas). The PCR reaction was conducted in an ABI Prism 7000 instrument using TaqMan® Gene Expression Master Mix (Applied Biosystems, Foster City, CA) complemented with an amount of cDNA derived from 40 ng RNA and Taqman® Gene Expression Assays (Applied Biosystems; Table 1). For *ABCB1* and *ABCG2* genes, custom-made primers and probes described in Korjamo et al. [31] were used. Each sample was analyzed as triplicates and the relative levels of expression were calculated by the comparative cycle threshold method (ΔΔC_T_). Normalization was performed using the geometrical means of *TAF1C* (Hs00375863_m1) and *ABCB11* (Hs00184824_m1) C_T_s as normalizing values. Commonly used normalization genes, *ACTB* and *GAPDH*, have somewhat different expression levels in the iHCE and tHCE and thus these genes were considered as unsuitable for normalization. *TAF1C* and *ABCB11* genes had similar expression levels in iHCE and tHCE based on both microarray and real-time RT–PCR experiments. Therefore, these genes were chosen for normalization. 

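In the stratified iHCE cultures *TAF1C* was above background on every array, at a log2 value of 8.11 ± 0.12 (mean ± SD, n = 3 cultures). This gene encodes a subunit of an RNA polymerase I transcription factor. The value is from its brighter probe set, and another read 6.34 ± 0.06, not above background on any array. *ABCB11*, which encodes the bile salt export pump of hepatocytes, was not above background on any of the 3 arrays, with a level of 4.61 ± 0.18 (SD, n = 3). The cytoskeletal gene *ACTB* had a level of 13.08 ± 0.07 and the glycolytic gene *GAPDH* a level of 14.01 ± 0.12 (SD, n = 3 for both). A gene was called above background when its value on each array exceeded the level that 95% of a fixed panel of genes of other tissues stayed under on that array. The arrays of the corneal tissue (tHCE) were not analysed here, so these values give the iHCE side of each comparison.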

Statistical significance was calculated using unpaired *t*-test.

**Table 1:** iHCE/tHCE expression ratio (R) of selected genes determined for microarrays (RMA method) or by real-time PCR

**Function**	**Symbol**	**Entrez gene ID**	**Microarray Log_2_ R (Adjusted p-value)**	**Real-time RT–PCR Log_2_ R (p-value)**	**TaqMan® gene expression assay**
Hair keratin	*KRT81*	3887	5.04 (1.20E-05)	7.87 (3.16E-07)	Hs00605559_m1
Hyaluronan-mediated motility receptor	*HMMR*	3161	4.51 (1.39E-06)	4.11 (5.67E-07)	Hs00234864_m1
Keratin of simple epithelia	*KRT7*	3855	3.84 (1.79E-04)	10.07 (2.42E-09)	Hs00818825_m1
Breast cancer resistance prot., stem cell related	*ABCG2*	9429	2.60 (1.38E-05)	6.43 (1.44E-08)	Custom-made*
MDR1; drug efflux pump	*ABCB1*	5243	1.54 (1.73E-03)	8.63 (1.04E-07)	Custom-made*
Protein phosphatase regulatory subunit	*SAPS3*	55291	0.00 (9.93E-01)	1.09 (1.01E-03)	Hs00217759_m1
Pore forming claudin	*CLDN15*	24146	−0.53 (4.30E-03)	0.81 (2.08E-02)	Hs00204982_m1
Receptor for hyaluronic acid	*CD44*	960	−0.99 (8.85E-03)	−0.43 (1.98E-01)	Hs00153304_m1
MRP5; drug efflux pump	*ABCC5*	10057	−1.37 (5.54E-04)	−1.72 (2.17E-05)	Hs00981071_m1
Component of tight junction strands	*CLDN1*	9076	−3.43 (8.43E-04)	−2.33 (1.31E-03)	Hs01076359_m1
Marker for corneal epithelial differentiation	*KRT3*	3850	−6.57 (1.23E-06)	−20.27 (1.17E-11)	Hs00365080_m1
Marker for corneal epithelial differentiation	*KRT12*	3859	−8.60 (5.29E-08)	−22.30 (1.34E-11)	Hs00165015_m1

The asterisk indicates described by Korjamo et al. [31].

## Results

### RNA and microarray quality tests and validation

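The cells studied were those of the SV40-immortalized human corneal epithelial cell line (iHCE), which carries the viral large T antigen. They were grown on collagen-coated filters, submerged for 7 days and then at an air-liquid interface so that the layer stratified. RNA from 3 independent culture batches, at passages 22 to 23 and with an electrical resistance over 300 Ω · cm^2, was hybridized to Affymetrix HG-U133A arrays, 1 array per batch. The batches are called cultures 1, 2 and 3. The authors computed the expression values by RMA, which corrects the background, normalizes between arrays and summarises the probes of a probe set, and deposited them on the log2 scale for 22283 probe sets. The values ran from 3.29 to 14.69, with medians of 6.37, 6.38 and 6.37 in cultures 1, 2 and 3. The paper worked on 12029 re-annotated genes, while the deposited table is given by the probe sets of the manufacturer. It was reduced here to 11964 genes, using the 19071 probe sets that name 1 gene and, for the 4310 genes with several, the probe set with the highest mean. A gene was called above background when it exceeded, on each of the 3 arrays, the 95th percentile of 57 measured genes of other tissues, such as liver, muscle and pancreas. These thresholds were 7.04, 6.92 and 6.78 in cultures 1, 2 and 3. The tHCE arrays were not analysed here, so no ratio between iHCE and tHCE was tested, and each ratio quoted beside a level is the paper's log2 R. Probe sets differ in affinity, so the levels of different genes are not compared as amounts. An array gives no read depth, and the number of arrays limits the precision of each mean.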

High purity and integrity of the iHCE RNA were comparable to those obtained for the tHCE RNA [25]. The quality report produced by AffyQCReport R Package [32] and hierarchical clustering (Appendix 1) demonstrated that the microarray data were of good quality and that the data from iHCE and tHCE formed two separate groups. 

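The 3 iHCE cultures gave closely similar profiles, with the array of culture 1 somewhat apart from the others. Pearson's r across the probe sets was 0.994 between cultures 2 and 3, 0.988 between cultures 1 and 2 and 0.987 between cultures 1 and 3. These correlations run across probe sets, which are not independent replicates. Cultures 2 and 3 differed by 1 log2 unit or more at 13 probe sets, against 185 between cultures 1 and 2 and 222 between cultures 1 and 3. The median SD of a gene over the cultures was 0.143, and 98.6% of the genes had an SD under 0.5. Among the 75 genes above background whose values ranged over 1 log2 unit or more, culture 1 stood apart from both others in 67. The widest range belonged to *CCN2*, which encodes a secreted matricellular protein, with 7.62, 10.11 and 8.55 in cultures 1, 2 and 3. The immediate early gene *FOS* read 9.32, 10.42 and 8.86. In these 2 of the 10 genes of widest range culture 2 was the one apart, and in the other 8 it was culture 1, which was higher for *DRAP1*, *AK1*, *SPTAN1*, *PRMT1* and *ABHD17A* and lower for *LPGAT1*, *ATM* and the proapoptotic gene *PMAIP1* (7.13, 8.68 and 8.66). The poly-A control transcripts added to the RNA were lower on the array of culture 1 than on both others at 24 of 24 probe sets. Their median was 5.44, 6.82 and 6.67 in cultures 1, 2 and 3, below the background threshold of each array. The size of the difference between these medians is therefore uncertain, being read within background. The direction was the same at all 24 probe sets, with shifts from -1.95 to -0.13 log2 units against the mean of cultures 2 and 3. The median SD of genes not above background was 0.14. Leaving out culture 1, 2 or 3 brought the median SD, then over 2 arrays, to 0.0949, 0.133 and 0.125.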

Overall, the microarray results correlated well with the results of RT–PCR analysis in their direction (Table 1). 

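Of the 11 genes of Table 1 that could be read from the deposited table, 7 were above background in the iHCE cultures. *HMMR*, which encodes a hyaluronan receptor of the mitotic spindle, had a level of 10.80 ± 0.09 (SD, n = 3), and the efflux transporter gene *ABCG2* 8.08 ± 0.26. Both are genes with a positive log2 R in the paper, 4.51 and 2.6. *CD44*, *SAPS3* (now *PPP6R3*) and *CLDN15* had levels of 9.83 ± 0.18, 8.34 ± 0.12 and 7.59 ± 0.09, and the paper's log2 R of these lies closest to 0. *ABCC5* had a level of 7.34 ± 0.09. With the median plus 3 scaled MADs 4 of the 11 were above background, without *ABCG2*, *CLDN15* and *ABCC5*, and with the highest panel value 6, without *ABCC5*. The 4 genes not above background were *KRT3*, *KRT12*, *CLDN1* at 6.12 ± 0.18 and *ABCB1*, the gene of P-glycoprotein, at 6.34 ± 0.59. *ABCB1* exceeded the threshold on 1 of the 3 arrays, although the paper's log2 R for it is positive (1.54). The range over the cultures was smaller than the size of the paper's log2 R for 10 of the 11 genes, the exception being *SAPS3*, with a log2 R of 0 in the paper. The paper picked over- and under-expressed genes for this table, and the 4 genes not above background are read mostly within background. The comparison of range and ratio is therefore a description and tests nothing.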

The PCR measurement consistently yielded, though, larger expression ratios than those reported by the microarray. This is a common observation [33] likely due to tendency of Affymetrix methodology to overestimate low intensity reading (i.e., a noise issue).

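*KRT3* and *KRT12* stood out among the 11 genes of Table 1 compared, and neither was detected over background. In the paper's values their RT–PCR ratios exceed the array ratios by 13.7 log2 units each, and their iHCE levels minus the mean background threshold were -2.06 and -1.65 log2 units. *ABCB1* and *KRT7* followed with excesses of 7.09 and 6.23. The RT–PCR ratio was the larger in size for 8 of the 11 genes and the smaller for *HMMR*, *CD44* and *CLDN1*. Both ratios had the same sign for 9 of the 11. The others were *SAPS3*, with an array ratio of 0, and *CLDN15*, with -0.53 by array and 0.81 by RT–PCR. Both are among the 8 counted by size, so the excess of *CLDN15* hides a change of sign. The dimmer side of each comparison was taken as the lower of the iHCE level and the tHCE level implied by the paper's log2 R. For 7 of the 11 genes it lay below background, where values carry no order. Taken as read, the distance of the dimmer side from background and the excess of the PCR ratio gave Spearman's rho of -0.63 (permutation p = 0.044) and Pearson's r of -0.67 (permutation p = 0.025; two-sided, 0.044 for both after Benjamini-Hochberg adjustment over the 2 relations). With those 7 genes tied at the threshold, a test added after the data were seen, rho was -0.44 (exact permutation p = 0.18), which did not pass the test. Without *SAPS3* and *CD44*, the genes farthest from the median distance, r was -0.71 as read. Without *KRT3* and *KRT12* rho as read was -0.38 (exact permutation p = 0.31, 9 genes). Without _x_at and _s_at probe sets rho as read was -0.82 (7 genes, permutation p = 0.035), or -0.90 over the 5 genes left without these keratins. These values too rank dimmer sides below background, and none of these subsets was tested with such sides tied. Genes are not independent replicates, and the implied tissue levels hold only if both sets of arrays share a scale. For genes with a positive log2 R both quantities contain the paper's array ratio. The permutations do not allow for this shared term, so the p-values are a description.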

### Transcriptome differences

We took genes for which the p values in Benjamini-Hochberg corrected iHCE-tHCE comparisons were lower than 0.01 as differentially expressed. This limit led to the definition of 2,630 and 1,685 genes as over- or under-expressed in the iHCE, or 21.9% and 14% of the total of 12,029 re-annotated genes. Because RMA does not probe for the possibility that genes may be actually not expressed in the tissue, as done in MAS5 analysis, e.g [25], the number of relevant total and differential genes may actually be smaller, but the percentiles involved are likely to change only minimally.

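Of the measured genes 47.3%, 5657 of 11964, were above background in all 3 iHCE cultures. A further 854 genes exceeded the threshold on only 1 or 2 arrays, and 5453 genes (45.6%) exceeded it on none. The 20 genes with the highest probe-set values, which depend on probe affinity as well as amount, held 10 genes of ribosomal proteins, led by *RPL41* (14.58 ± 0.09, SD, n = 3) and *RPL37A* (14.06 ± 0.10), and the elongation factor gene *EEF1A1* (14.36 ± 0.01). *RPS18*, *RPS15*, *RPL23A*, *RPS4X*, *RPL39*, *RPS10*, *RPL12* and *RPL3* made up the rest of the ribosomal genes. The tubulin genes *TUBA1B* and *TUBA1C*, the ubiquitin gene *UBB*, *HUWE1*, *TPT1*, *PPIA*, *GAPDH*, the class I histocompatibility gene *HLA-B* (13.58 ± 0.08) and the metallothionein gene *MT2A* (13.41 ± 0.24) completed the list. Without the probe sets marked as able to bind several transcripts (_x_at and _s_at) *RPL37A* and *HUWE1* were not above background. Of the 57 panel genes of other tissues, 1 was above background, the surfactant gene *SFTPC*. The threshold was set on this panel, so a low count follows from that choice. *SFTPC* was not above background under the 2 stricter thresholds or with the mean over probe sets. The panel count was 0 under those thresholds, 3 with the mean over probe sets and 5 with the 90th percentile. It was 3 of 43 measured without _x_at and _s_at probe sets, and 2 without replicate 1, 2 or 3. Without _x_at and _s_at probe sets the number of genes above background was 3261.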

Table 2 lists the number of differentially expressed genes as a function of iHCE-tHCE expression ratio intervals. Table 3 summarizes the results of DAVID analysis for the differentially expressed genes. The complete lists of DAVID functional annotation clustering of genes over- and under-represented in iHCE are provided in Appendix 2 and Appendix 3, respectively. The most over-represented gene ontology categories were primarily associated with the cell cycle, mitosis, and DNA metabolism. 

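Genes of mitosis and of DNA replication were expressed almost without exception in the stratified iHCE cultures. Of 46 measured genes of mitosis and the G2/M phase, listed before the data were examined, 45 were above background. The securin gene *PTTG1* had a level of 12.58 ± 0.24 (SD, n = 3), the spindle gene *NUSAP1* 11.87 ± 0.28 and the kinetochore gene *ZWINT* 11.66 ± 0.10. The exception was the kinase gene *PLK1* at 7.15 ± 0.24, which exceeded the threshold on 2 of the 3 arrays. Of 34 measured genes of DNA replication, 33 were above background, among them *RRM2*, a subunit of ribonucleotide reductase, the sliding clamp gene *PCNA* (12.13 ± 0.18) and the thymidylate synthase gene *TYMS* (11.91 ± 0.26). *ORC1*, of the origin recognition complex, was the exception at 6.91 ± 0.33. Both shares exceeded that of all other genes (Fisher's exact test, two-sided, Benjamini-Hochberg adjusted over 24 lists, p = 1.2e-12 for mitosis and p = 3.9e-09 for DNA replication). The study had chosen 19 of the mitosis genes and 4 of the replication genes for Tables 1, 4 and 5 on these arrays. Without the genes of these tables, 26 of 27 and 29 of 30 were above background (Fisher's exact test, adjusted p = 9.6e-07 and p = 2.4e-07).

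**Figure D1:**
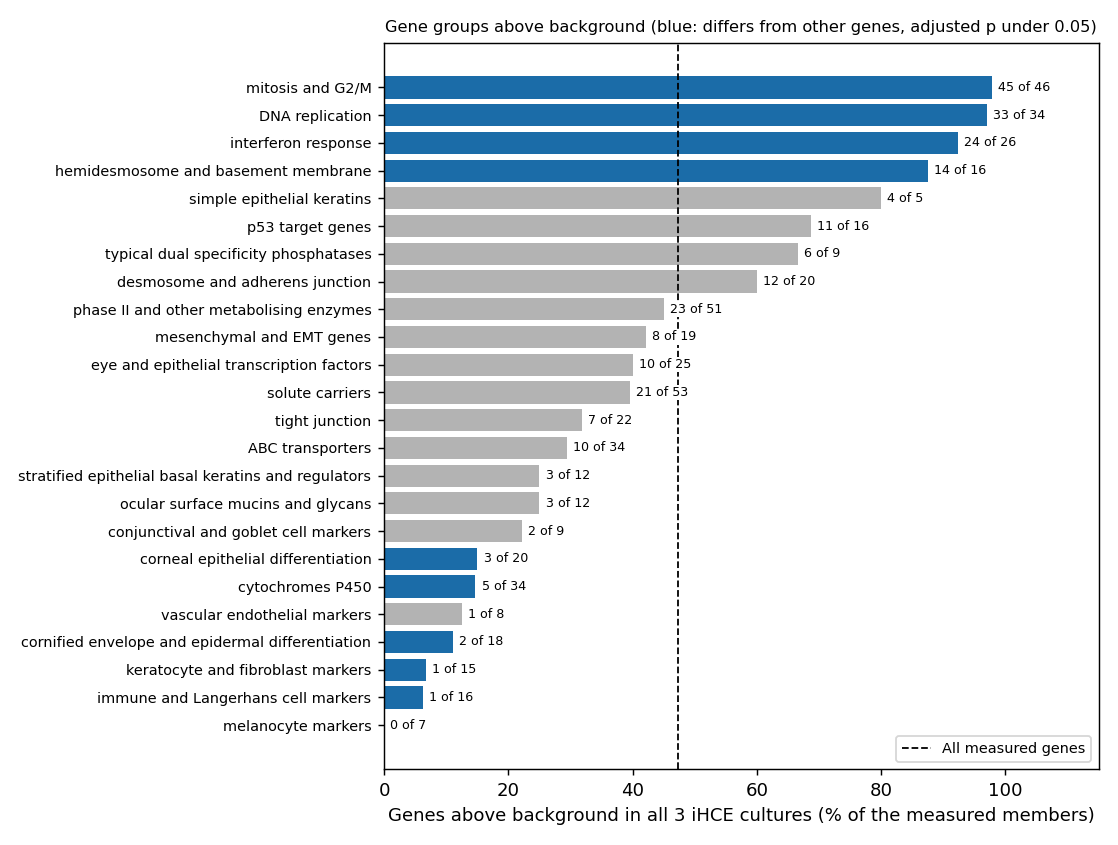
Share of the measured genes of each of 24 gene groups that were above background in all 3 iHCE cultures, in percent of the group's measured genes. Blue bars mark groups whose share differed from that of other genes (Fisher's exact test, adjusted p under 0.05), and the dashed line marks all measured genes (47.3%). Mitosis, with 45 of 46, has the highest bar and melanocyte markers, with 0 of 7, the lowest.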

Under-representation occurred in gene categories related to development, differentiation, cell adhesion, and motility. 

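Genes of epithelial differentiation were mostly not above background in the iHCE cultures. Of 20 genes of corneal epithelial differentiation, 3 were above background: *TGFBI*, an extracellular matrix gene (11.51 ± 0.13, SD, n = 3), the pentose phosphate gene *TKT* (10.65 ± 0.03) and the transcription factor gene *KLF4* (8.78 ± 0.27). This share was lower than among other genes (adjusted p = 0.0088, Fisher's exact test), but the other 17 genes are all in Table 4, chosen by the study on these arrays. The list is therefore not independent evidence. The 3 genes left without that table were all above background (adjusted p = 0.20, same test), so they show no lower share. Of 18 genes of the cornified envelope and epidermal differentiation, none of which is in Table 4, 2 were above background, *KRT10* (9.86 ± 0.04) and the kallikrein gene *KLK5* (8.79 ± 0.03). The filaggrin gene *FLG* had a level of 3.86 ± 0.11 and the corneodesmosin gene *CDSN* 6.25 ± 0.34, and the cystatin gene *CSTA* (7.17 ± 0.28) exceeded the threshold on 2 of the 3 arrays. This share was lower than among other genes (adjusted p = 0.0050, same test). The list is one of epidermal genes, and their levels in corneal tissue were not analysed here. The low share therefore does not show a loss of corneal differentiation. Of 19 mesenchymal genes 8 were above background, among them *FN1* (11.78 ± 0.17), *CCN1* (10.79 ± 0.25) and *SPARC* (10.15 ± 0.16). Their share was not told apart from that of other genes (adjusted p = 0.82, same test). This list is not the paper's motility category and was not compared with tissue, so it does not test that category. *FN1* was not above background without _x_at and _s_at probe sets. The call of the corneal list was lost in 5 of 10 alternative settings (adjusted p from 0.054 to 0.18) and that of the cornified list in 3 (0.10 to 0.19). The cornified list had 7 genes above background with the 90th percentile, 4 with the mean over probe sets, 3 without replicate 1 and 0 of the 14 measured without _x_at and _s_at probe sets.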

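The genes reported as most over-expressed in the iHCE were expressed well above background in the cultures, and those reported as most under-expressed were at background. Of 39 measured over-expressed genes 38 were above background, and of 38 measured under-expressed genes 1 was (Fisher's exact test, two-sided, p = 1.1e-19). *RRM2*, which supplies deoxynucleotides, had a level of 12.69 ± 0.17 (SD, n = 3). This was the highest probe-set value of the group, which depends on probe affinity as well as amount. The kinase genes *MELK* and *AURKA* had levels of 11.56 ± 0.06 and 11.22 ± 0.17, the topoisomerase gene *TOP2A* 11.15 ± 0.16, the cyclin gene *CCNB1* 10.91 ± 0.23 and the phosphatase gene *CDKN3* 10.77 ± 0.15. *EPCAM*, an adhesion gene of simple epithelia, had a level of 10.67 ± 0.14. *GCH1*, *DKK1*, an inhibitor of Wnt signaling, and the spindle gene *DLGAP5* lay between 9.81 ± 0.08 and 9.84 ± 0.12. Without _x_at and _s_at probe sets *AURKA* was not above background. The exception in the main setting was *FOXA1*, a transcription factor gene, with 6.58, 7.45 and 8.10 in cultures 1, 2 and 3. Among the under-expressed genes, the chemokine gene *CXCL14* had a level of 4.99 ± 0.01, *C10orf116* 5.45 ± 0.32, the clusterin gene *CLU* 6.29 ± 0.17 and *S100A4* 6.40 ± 0.05. The exception there was *LYPD3* at 7.84 ± 0.06, which was not above background with the median plus 3 scaled MADs. For each of the measured genes, 39 and 38, the range over the cultures was smaller than the size of the paper's log2 R. The largest range was 1.53 and the smallest log2 R 4.44 in size. Table 4 holds the genes of largest ratio, so this follows from their choice and tests nothing. The study chose these genes on the same arrays, so the split is not independent evidence of their direction. The under-expressed genes above background numbered between 0 and 5 under other thresholds and probe-set rules.

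**Figure D2:**
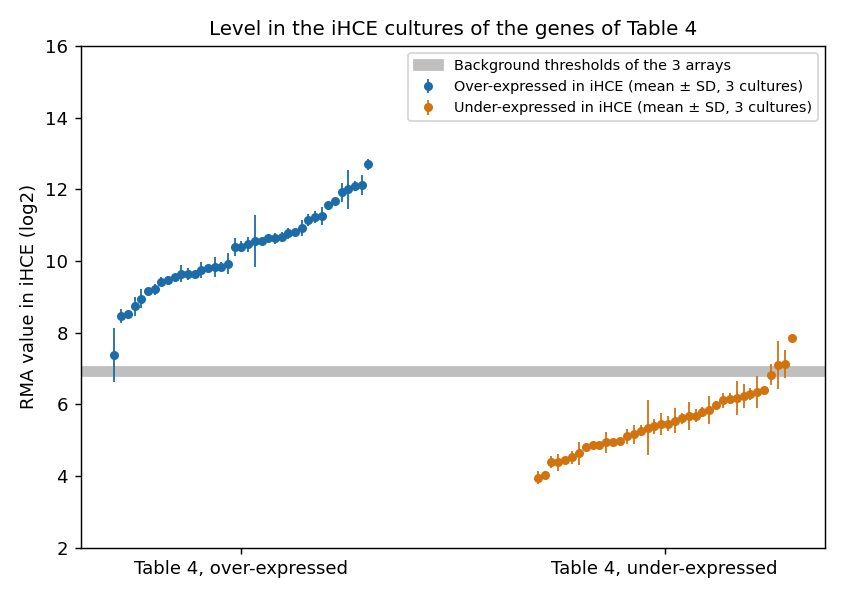
RMA values (log2) in the iHCE cultures of the genes listed as over-expressed and under-expressed in Table 4, each point the mean of 3 cultures with its SD, ordered by level. The grey band spans the background thresholds of the 3 arrays, 6.78 to 7.04. *FOXA1* is the over-expressed gene whose SD bar reaches below the band.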

Finally, Table 4 lists the most over- and under-expressed individual genes in descending order of expression ratio. The complete lists of differentially expressed genes by Benjamini-Hochberg and Bonferroni post hoc corrections are provided in Appendix 4 and Appendix 5, respectively.

**Table 2:** Number of differentially expressed genes represented by ratio

** **	**Number of genes (% of annotated genes)**	
**Log_2_ R**	**Over-expressed**	**Under-expressed**
≥ 4.0	75 (0.62)	87 (0.72)
3.0–3.99	107 (0.89)	89 (0.74)
2.0–2.99	339 (2.82)	161 (1.34)
1.5–1.99	426 (3.54)	202 (1.68)

**Table 3:** Selected over- and under-represented gene ontology (GO) terms in iHCE

**Term**	**Count**	**p value**
**Over-represented**		
GO:0005634~nucleus	937	2.08E-52
GO:0007049~cell cycle	278	2.64E-46
GO:0044237~cellular metabolic process	1369	3.46E-39
GO:0006259~DNA metabolic process	241	5.66E-32
GO:0006396~RNA processing	149	5.51E-27
GO:0005739~mitochondrion	246	4.94E-25
GO:0005694~chromosome	130	1.69E-24
GO:0000166~nucleotide binding	437	2.88E-19
**Under-represented**		
GO:0032502~developmental process	446	7.66E-26
GO:0007154~cell communication	500	1.01E-17
GO:0009653~anatomic struct. morph.	181	9.75E-16
GO:0007165~signal transduction	453	7.80E-15
GO:0030154~cell differentiation	254	3.78E-14
GO:0006928~cell motility	81	2.98E-11
GO:0031988~membrane-bound vesicle	68	3.06E-10
GO:0007155~cell adhesion	118	3.57E-09

**Table 4:** Transcripts with highest under- and overexpression in the iHCE.

**Full Name**	**Symbol**	**Entrez gene ID**	**Log_2_ R**
**Over-represented genes**			
ribonucleotide reductase M2	*RRM2*	6241	6.58
cyclin B1	*CCNB1*	891	5.58
maternal embryonic leucine zipper kinase	*MELK*	9833	5.54
aurora kinase A	*AURKA*	6790	5.53
discs, large (Drosophila) homolog-associated protein 5	*DLGAP5*	9787	5.38
GTP cyclohydrolase 1	*GCH1*	2643	5.34
Epithelial cell adhesion molecule	*EPCAM*	4072	5.34
Dickkopf homolog 1 (*X. laevis*)	*DKK1*	22943	5.25
cyclin-dependent kinase inhibitor 3	*CDKN3*	1033	5.12
topoisomerase (DNA) II alpha 170 kDa	*TOP2A*	7153	5.10
keratin 81	*KRT81*	3887	5.04
neuropilin (NRP) and tolloid (TLL)-like 2	*NETO2*	81831	5.02
NDC80 homolog, kinetochore complex component (*S. cerevisiae*)	*NDC80*	10403	5.02
centrosomal protein 55 kDa	*CEP55*	55165	4.97
ZW10 interactor	*ZWINT*	11130	4.94
interleukin 6 (interferon, beta 2)	*IL6*	3569	4.94
Forkhead box A1	*FOXA1*	3169	4.92
cell division cycle 20 homolog (*S. cerevisiae*)	*CDC20*	991	4.91
budding uninhibited by benzimidazoles 1 homolog beta (yeast)	*BUB1B*	701	4.89
ELOVL family member 5, elongation of long chain fatty acids	*ELOVL5*	60481	4.86
kinesin family member 23	*KIF23*	9493	4.82
meiosis-specific nuclear structural 1	*MNS1*	55329	4.81
geminin, DNA replication inhibitor	*GMNN*	51053	4.78
RAD51 associated protein 1	*RAD51AP1*	10635	4.75
thymidylate synthetase	*TYMS*	7298	4.74
kinesin family member 11	*KIF11*	3832	4.74
asp (abnormal spindle) homolog, microcephaly associated (Drosophila)	*ASPM*	259266	4.72
annexin A3	*ANXA3*	306	4.71
sarcoglycan, epsilon	*SGCE*	8910	4.69
epithelial cell transforming sequence 2 oncogene	*ECT2*	1894	4.64
kinesin family member 15	*KIF15*	56992	4.64
myxovirus (influenza virus) resistance 1, interferon-inducible protein p78	*MX1*	4599	4.62
v-myb myeloblastosis viral oncogene homolog (avian)-like 1	*MYBL1*	4603	4.59
kinesin family member 20A	*KIF20A*	10112	4.58
non-SMC condensin I complex, subunit G	*NCAPG*	64151	4.56
activated leukocyte cell adhesion molecule	*ALCAM*	214	4.55
hyaluronan-mediated motility receptor (RHAMM)	*HMMR*	3161	4.51
ISG15 ubiquitin-like modifier	*ISG15*	9636	4.50
nicotinamide N-methyltransferase	*NNMT*	4837	4.45
bone marrow stromal cell antigen 2	*BST2*	684	4.44
**Full Name**	**Symbol**	**Entrez gene ID**	**-Log_2_ R**
**Under-represented genes**			
keratin 14	*KRT14*	3861	8.93
aldehyde dehydrogenase 3 family, memberA1	*ALDH3A1*	218	8.72
keratin 12	*KRT12*	3859	8.60
gap junction protein, alpha 1, 43 kDa	*GJA1*	2697	8.46
chemokine (C-X-C motif) ligand 14	*CXCL14*	9547	8.37
chromosome 10 open reading frame 116	*C10orf116*	10974	8.28
keratin 5	*KRT5*	3852	8.23
aldehyde dehydrogenase 1 family, member A1	*ALDH1A1*	216	7.97
clusterin	*CLU*	1191	7.59
S100 calcium binding protein A4	*S100A4*	6275	7.47
keratin 24	*KRT24*	192666	7.46
desmoglein 1	*DSG1*	1828	7.29
cartilage acidic protein 1	*CRTAC1*	55118	6.88
mal, T-cell differentiation protein	*MAL*	4118	6.79
tripartite motif-containing 29	*TRIM29*	23650	6.71
paired box 6	*PAX6*	5080	6.60
keratin 3	*KRT3*	3850	6.57
chloride channel accessory 2	*CLCA2*	9635	6.23
HOP homeobox	*HOPX*	84525	6.17
desmocollin 3	*DSC3*	1825	5.99
crystallin, alpha B	*CRYAB*	1410	5.92
chloride channel accessory 4	*CLCA4*	22802	5.61
insulin-like growth factor binding protein 2, 36 kDa	*IGFBP2*	3485	5.61
secretoglobin, family 2A, member 1	*SCGB2A1*	4246	5.58
collagen, type XVII, alpha 1	*COL17A1*	1308	5.47
hepatic leukemia factor	*HLF*	3131	5.38
tripartite motif-containing 36	*TRIM36*	55521	5.36
keratin 15	*KRT15*	3866	5.32
keratin 4	*KRT4*	3851	5.32
v-kit Hardy-Zuckerman 4 feline sarcoma viral oncogene homolog	*KIT*	3815	5.09
cadherin 13, H-cadherin (heart)	*CDH13*	1012	5.08
calmodulin-like 3	*CALML3*	810	5.04
mal, T-cell differentiation protein-like	*MALL*	7851	5.04
uroplakin 1B	*UPK1B*	7348	5.01
PERP, TP53 apoptosis effector	*PERP*	64065	4.97
serpin peptidase inhibitor, clade F, member 1	*SERPINF1*	5176	4.96
lysophosphatidic acid receptor 6	*LPAR6*	10161	4.96
visinin-like 1	*VSNL1*	7447	4.87
LY6/PLAUR domain containing 3	*LYPD3*	27076	4,83
zinc finger, BED-type containing 2	*ZBED2*	79413	4.80

The stratified iHCE cell model was initially developed for drug permeability studies. Expression of drug transporter proteins and metabolizing enzymes determines the applicability of the cells in drug transport studies. These genes were examined more closely, and the over- and under-expressed genes are listed in Table 5. Both the under- and overexpressed gene lists include members from the same gene families, suggesting that expression must be investigated at the level of individual genes. 

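Of the transporter and enzyme genes of Table 5, 11 of 14 measured over-expressed genes and 3 of 18 measured under-expressed genes were above background in the iHCE cultures (Fisher's exact test, two-sided, p = 0.00092). Members of each transporter family fell on both sides. Among the ABC transporters, *TAP1*, which carries peptides for antigen presentation, had a level of 9.80 ± 0.28 (SD, n = 3) and *ABCC3* 8.88 ± 0.19, and both are over-expressed in the paper. *ABCC4*, also over-expressed in the paper, was not above background on any array (6.33 ± 0.23). Of the under-expressed ABC genes only *ABCC5* was above background, and not under the 2 stricter thresholds, whereas *ABCB6* (6.30 ± 0.19), *ABCG1* (5.89 ± 0.23), *ABCC8* (5.95 ± 0.26) and the chloride channel gene *CFTR* (5.54 ± 0.14) were not. Among the solute carriers, 7 of 8 over-expressed and 2 of 12 under-expressed genes were above background. The amino acid transporter gene *SLC7A5* had a level of 12.32 ± 0.05, the glucose transporter gene *SLC2A10* 8.47 ± 0.26, *SLC22A4* 8.48 ± 0.21, *SLC1A3* 8.19 ± 0.17 and *SLC2A3* 8.29 ± 0.14. The under-expressed *SLC2A1*, another glucose transporter gene, was also above background at 8.31 ± 0.16, as was *SLC7A8* at 7.47 ± 0.22, and neither was without _x_at and _s_at probe sets, nor *SLC7A8* under the 2 stricter thresholds or with the mean over probe sets. *SLC22A14*, *SLC2A5* and *SLC2A9* were not (6.61 ± 0.40, 6.36 ± 0.25 and 5.75 ± 0.41). The cytochrome gene *CYP1B1*, over-expressed in the paper, had a level of 8.27 ± 0.44, and *CYP1A2*, under-expressed, 5.98 ± 0.21. These genes were chosen by the study on the same arrays, so the split is not independent evidence. Over the alternative settings the counts ran from 5 to 13 and from 0 to 6.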

The full data set is found in Appendix 4.

**Table 5:** Drug transporters and metabolizing enzymes.

**Full name**	**Symbol**	**Entrez Gene ID**	**Log_2_ R**
**Over-represented genes in iHCE**			
Solute carrier F. 2 (facilitated glucose transporter), M. 10	*SLC2A10*	81031	3.81
Solute carrier F. 7 (cationic amino acid transporter, y+ system), M. 5	*SLC7A5*	8140	3.61
Solute carrier F. 22 (organic cation/ergothioneine transporter), M. 4	*SLC22A4*	6583	3.00
ATP-binding cassette, sub-F. G (WHITE), M. 2	*ABCG2*	9429	2.60
Transporter 1, ATP-binding cassette, sub-F. B (MDR/TAP)	*TAP1*	6890	2.08
Cytochrome P450, F. 1, sub-F B, polypeptide 1	*CYP1B1*	1545	1.88
ATP-binding cassette, sub-F. B (MDR/TAP), M. 7	*ABCB7*	22	1.83
ATP-binding cassette, sub-F. C (CFTR/MRP), M. 4	*ABCC4*	10257	1.67
ATP-binding cassette, sub-F. C (CFTR/MRP), M. 3	*ABCC3*	8714	1.56
ATP-binding cassette, sub-F. B (MDR/TAP), M. 1	*ABCB1*	5243	1.54
Solute carrier F. 1 (glial high affinity glutamate transporter), M. 3	*SLC1A3*	6507	1.52
Solute carrier F. 16, M. One (monocarboxylic acid transporter 1)	*SLC16A1*	6566	1.40
Solute carrier F. 2 (facilitated glucose transporter), M. 3	*SLC2A3*	6515	1.32
Solute carrier F. 15, M. 3	*SLC15A3*	51296	1.19
Solute carrier F. 2 (facilitated glucose transporter), M. 6	*SLC2A6*	11182	0.89
Solute carrier F. 2 (facilitated glucose transporter), M. 8	*SLC2A8*	29988	0.80
**Full name**	**Symbol**	**Entrez Gene ID**	**-Log_2_ R**
**Under-represented genes in iHCE**			
Solute carrier F. 7 (cationic amino acid transporter, y+ system), M. 8	*SLC7A8*	23428	3.24
Solute carrier F. 2 (facilitated glucose transporter), M. 1	*SLC2A1*	6513	2.16
Solute carrier F. 22, M. 14	*SLC22A14*	9389	1.68
Solute carrier F. 2 (facilitated glucose/fructose transporter), M. 5	*SLC2A5*	6518	1.67
ATP-binding cassette, sub-F. B (MDR/TAP), M. 6	*ABCB6*	10058	1.38
ATP-binding cassette, sub-F. C (CFTR/MRP), M. 5	*ABCC5*	10057	1.37
ATP-binding cassette, sub-F. G (WHITE), M. 1	*ABCG1*	9619	1.29
Cytochrome P450, family 2, sub-F. C, polypeptide 18	*CYP2C18*	1562	1.26
ATP-binding cassette, sub-F. C (CFTR/MRP), M. 8	*ABCC8*	6833	1.15
Cytochrome P450, family 2, sub-F. C, polypeptide 19	*CYP2C19*	1557	1.01
Solute carrier F. 2 (facilitated glucose transporter), M. 9	*SLC2A9*	56606	1.01
Solute carrier F. 22, M. 17	*SLC22A17*	51310	0.99
Solute carrier F. 6 (proline IMINO transporter), M. 20	*SLC6A20*	54716	0.83
Cystic fibrosis transmemb. conductance regulator (ABC sub-F. C, M. 7)	*CFTR*	1080	0.73
Cytochrome P450, family 2, sub-F. C, polypeptide 9	*CYP2C9*	1559	0.70
Solute carrier F. 5 (sodium/glucose cotransporter), M. 1	*SLC5A1*	6523	0.66
Cytochrome P450, F. 1, sub-F. A, polypeptide 2	*CYP1A2*	1544	0.66
Solute carrier F. 22 (organic anion/urate transporter), M. 11	*SLC22A11*	55867	0.61
Solute carrier F. 6 (neurotransmitter transporter, betaine/GABA), M. 12	*SLC6A12*	6539	0.57
Solute carrier F. 7 (cationic amino acid transporter, y+ system), M. 4	*SLC7A4*	6545	0.52
Solute carrier F. 16, M. Four (monocarboxylic acid transporter 5)	*SLC16A4*	9122	0.49

In the table, F indicates family and M indicates member.

### Cell fate genes

Transcription factors and other genes acting as master genes for cell fate determine the overall pattern of gene expression of a cell. Thus, to identify the potential regulatory roots of the large expression differences between iHCE and tHCE, the subset of differentially expressed genes that complied with p<0.01 after applying the very exacting Bonferroni post hoc correction was used to develop gene-gene proximity maps with BiblioSphere. The Bonferroni compliant set consisted of 478 genes, 317 of which were under-expressed. Paired box gene 6 (*PAX6*) emerged from this analysis as the central gene, with possible binding sites on the promoters of several other genes in the tHCE (Figure 1). 

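Of 25 measured transcription factor genes of eye and epithelium, 10 were above background in the iHCE cultures. *TFAP2A* and *TFAP2C*, which encode AP-2 factors of ectodermal epithelia, had levels of 10.82 ± 0.07 and 9.29 ± 0.07 (SD, n = 3), and *ELF3*, an epithelial ETS factor gene, 9.13 ± 0.11, though *ELF3* was not above background without _x_at and _s_at probe sets. *EHF*, another epithelial ETS factor gene, was not above background at 4.43 ± 0.08, nor was *FOXE3*, a gene of lens development, at 4.94 ± 0.05. *PAX6*, for which the paper's log2 R is -6.6, exceeded the threshold on 2 of the 3 arrays and so was not called above background. The share of the list above background was not told apart from that of other genes (adjusted p = 0.60, Fisher's exact test). The count was 14 with the 90th percentile, 6 with the highest panel value and 5 with the median plus 3 scaled MADs. The promoter analysis itself rests on sequence and literature and was not repeated.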

More detailed analysis of these promoters revealed a conserved module that is constituted by the consensus binding sites for PAX6 and BRN5 transcription factor families (Figure 2).

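*POU6F1*, the gene that encodes BRN5, a POU domain transcription factor, was not above background on any array of the iHCE cultures. Its level was 6.32 ± 0.20 (SD, n = 3) at the brightest of its 3 probe sets. The other probe sets read 5.70 ± 0.20 and 5.13 ± 0.12. *PAX6* exceeded the threshold on 2 of the 3 arrays. It was called above background with the 90th percentile of the panel, with the mean over probe sets and without replicate 2. The module of PAX6 and BRN5 sites rests on promoters of genes higher in the tissue, so these levels do not test it.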

**Figure 1:**
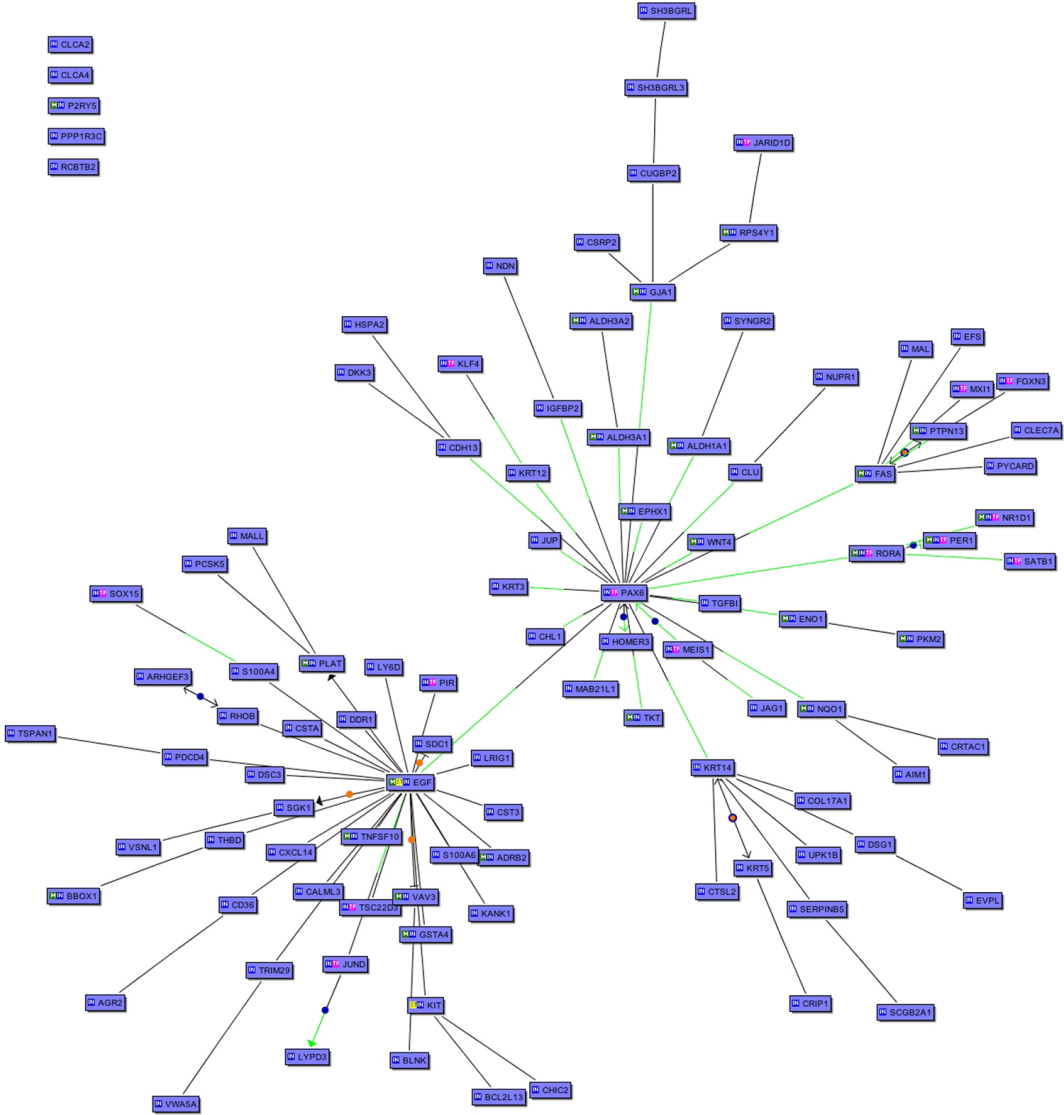
Network of the upregulated genes in the normal corneal epithelial tissue (p<0.01) after Bonferroni correction. Each box represents a gene; black edges represent co-citation and green edges indicate the binding of specific transcription factor on the gene promoter.

**Figure 2:**
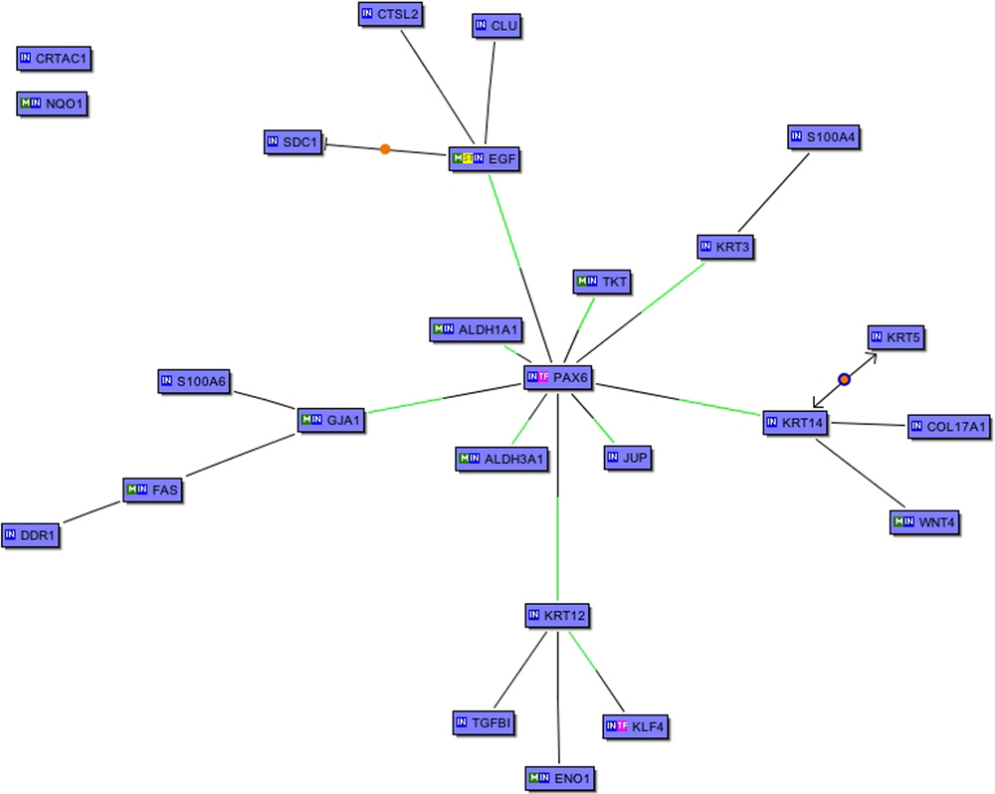
Network of the upregulated cornea-specific genes in the normal corneal epithelial tissue (p<0.01) after Bonferroni correction. Each box represents a gene; black edges represent co-citation and green edges indicate the presence of transcription factor binding of specific transcription factor on the promoter of the regulated gene.

## Discussion

Reliable in vitro cell models are needed to mimic the human corneal epithelium. Such models should have a phenotype that maximally resembles the normal corneal epithelium. DNA microarrays enable a holistic analysis of gene expression, thus providing a powerful tool for comparing mortal, native tissue cells with transformed or immortalized cells which have been intentionally or spontaneously derived from the former and which may facilitate or accelerate research in the mother organ or tissue. The SV40 immortalized HCE cell line is widely used in ophthalmology.

In the present report, we have studied the gene expression in a stratified epithelium generated with the same cell line, but the cells were cultured on the semipermeable collagen coated membrane under airlift conditions to mimic the normal environment in the cornea. The original 22,000 plus Affymetrix reads of the HG-U133A chip were re-annotated using a sequence-based that has been shown to improve on the annotations provided by the microarray manufacture [27]. We have successfully used this approach in previous studies [34-36]. The robust computational methods applied revealed significant differences between the expression profiles of the transformed and parent human corneal epithelia. Upwards of 36% of the listed genes fitted the adopted definition for differential expression. Highly expressed corneal epithelial genes were related to the fundamental developmental processes. Cell-cell communication, cell adhesion, and differentiation were drastically repressed by the SV40 transformation process. Simultaneously, the expression of genes critically engaged in the control of cell division, in particular those associated with the G_2_/M progression and mitosis, underwent dramatic enhancements.

The changes in keratin expression profiles provide a robust, patent example of the large gene perturbation in terminal differentiation associated with the SV40 large T antigen effects [10]. Each stratified epithelium is defined by a distinct intermediate filament expression profile, and the corneal lining is characterized by the expression of its own keratin pair, keratin 3 (*KRT3*), and keratin 12 (*KRT12*) [37]. 

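The corneal keratin genes gave no signal above background in the stratified iHCE cultures. *KRT12* had a level of 5.26 ± 0.16 (SD, n = 3) and its partner *KRT3* a level of 4.86 ± 0.10. *KRT24*, a further keratin gene of Table 4, had a level of 5.10 ± 0.20. Each of the 3 genes was below the threshold on all arrays. The paper's log2 R is -8.6 for *KRT12*, -6.57 for *KRT3* and -7.46 for *KRT24*, and the SD over the cultures is a small part of each. Where a level lies within background, the true level can be lower than the one read.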

Respective to the in vivo expression of these two keratins, in the stratified SV40 cells expression was reduced by at least a hundredfold (Table 4). Previous studies have identified other genes undergoing similar changes in parallel to keratin, in particular connexin 43 and aldehyde dehydrogenase (*ALDH*) [38]. 

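*GJA1*, the gene of the gap junction protein connexin 43, had a level of 3.96 ± 0.19 (SD, n = 3) in the iHCE cultures and was below background on all arrays. The aldehyde dehydrogenase genes *ALDH3A1*, whose product is a major soluble protein of the cornea, and *ALDH1A1* were also below background on all arrays, at 5.46 ± 0.21 and 4.04 ± 0.11. The paper's log2 R is -8.46 for *GJA1*, -8.72 for *ALDH3A1* and -7.97 for *ALDH1A1*. Of 10 listed genes of the aldehyde dehydrogenase family 6 were above background, among them *ALDH1A3* (11.09 ± 0.15), *ALDH9A1* (9.91 ± 0.09), *ALDH7A1* (9.82 ± 0.12) and *ALDH3A2* (9.66 ± 0.11). *ALDH1B1* (6.00 ± 0.19) and *ALDH3B2* (5.76 ± 0.27) were not.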

The strong de-expression of these two latter genes is a further confirmation of the immortalization process on tissue specific differentiation events (Table 4). The effects on phenotype, though, were not limited to those associated with the differentiated state. Multiple keratins associated with the undifferentiated state of stratified epithelial and even with their stem cells including *KRT4, KRT5*, *KRT14*, and *KRT15* [39] also underwent major reduction in expression following transformation while keratins of the simple epithelial cells (*KRT7* and *KRT18*) [39] became overexpressed. 

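The basal and stratified keratin genes *KRT4*, *KRT5*, *KRT14* and *KRT15* were below background in the iHCE cultures, and *KRT7*, *KRT8*, *KRT18* and *KRT19* of simple epithelia were above it. *KRT14*, a keratin of basal cells, had a level of 4.94 ± 0.29 (SD, n = 3) and its partner *KRT5* 6.16 ± 0.16. *KRT15* had a level of 5.68 ± 0.19 and *KRT4* 5.85 ± 0.39. None of these exceeded the threshold on any array, and neither did *KRT13* (4.49 ± 0.26) and *KRT16* (4.85 ± 0.09), while *KRT10*, also a keratin of stratified epithelia, was above background. In contrast *KRT18* had a level of 12.58 ± 0.20, its partner *KRT8* 10.24 ± 0.15, *KRT19* 11.10 ± 0.04 and *KRT7* 10.42 ± 0.60, whereas the intestinal keratin gene *KRT20* was at background (4.19 ± 0.13). Of 5 simple epithelial keratin genes 4 were above background (adjusted p = 0.27, Fisher's exact test against other genes), and of 12 measured genes of basal keratins and their regulators 3 were (adjusted p = 0.24). These were *SFN*, the gene of 14-3-3 sigma (13.19 ± 0.07), the serpin gene *SERPINB5* (8.20 ± 0.44) and the integrin gene *ITGB4*. The last 2 were not above background with the median plus 3 scaled MADs, nor was *ITGB4* with the mean over probe sets or without _x_at and _s_at probe sets. Neither share passed the test with so few genes. The only probe set of *KRT18* and both probe sets of *KRT7* are of a kind that can bind several transcripts, and the second of *KRT7* read 4.93 ± 0.18. Without _x_at and _s_at probe sets 2 of the 5 simple epithelial keratin genes were measured, and 1 was above background.

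**Figure D3:**
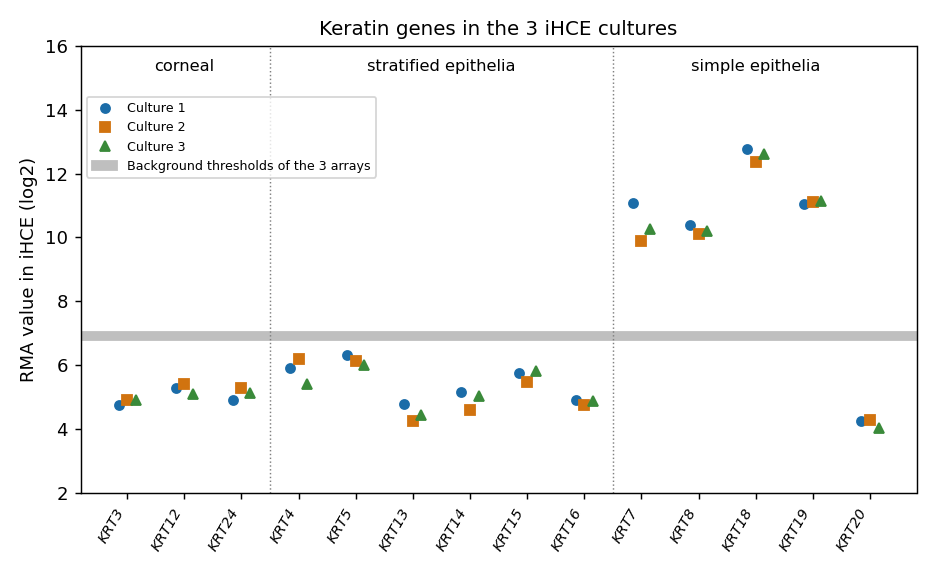
RMA values (log2) of 14 keratin genes in the 3 iHCE cultures, 1 point per culture. The grey band spans the background thresholds of the 3 arrays. The corneal keratins and those of stratified epithelia plotted lie below the band, while *KRT7*, *KRT8*, *KRT18* and *KRT19* lie above it.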

In summary, these results suggest that iHCE cells are ingrained with disturbances in their differentiation plan.

Mechanisms of gene regulation can be inferred from large gene expression studies by assuming that co-expressed or co-regulated genes might also be under the control of the same transcription factors [36]. The *PAX6* gene acts as the central master gene of eye morphogenesis. It is expressed in the corneal epithelium through development and adulthood. Its dosage is a critical determinant of migration, differentiation, and limbal stem cell function, where it determines critical behavior of the limbal-corneal stem cells [40-45]. Hence, the inadequate differentiation indicated by the keratin expression disturbance may originate in the absence of *PAX6* expression in iHCE cells. 

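*PAX6*, the master gene of eye development, was read at the edge of background in the iHCE cultures. Its values were 7.11, 6.55 and 6.83 in cultures 1, 2 and 3, with thresholds of 7.04, 6.92 and 6.78 on the same arrays. The mean was 6.83 ± 0.28 (SD, n = 3), and it comes from the only probe set that names *PAX6* alone. These values do not separate a low level of *PAX6* from no expression. From the role of *PAX6* in eye morphogenesis and the effect of its dosage on differentiation and on limbal stem cells, the paper proposes that the disturbed keratin pattern of the iHCE could stem from missing *PAX6*.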

Interestingly, our analysis reveals that BRN5 might act as a co-regulator of *PAX6* in the corneal epithelium.

One of the main drivers for the development of iHCE lines was the need to establish in vitro models for corneal drug permeation studies [22]. The corneal epithelium is the main barrier that limits the absorption of topically applied ophthalmic drugs [46]. Stratified iHCE culture and ex vivo rabbit cornea showed similar paracellular space and passive permeability of 26 hydrophilic and lipophilic compounds [23]. The results of this study (Table 5) show dissimilar expression of membrane transporters and metabolic enzymes in the cell model and human corneal epithelium, respectively. This is in line with the recently published differences in the expression and functionality of monocarboxylate transporters [18] and ABC class efflux transporters [17] in the human corneal epithelium and cultured iHCE model. 

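Cytochrome P450 genes were rarely expressed in the iHCE cultures. Of 34 measured genes 5 were above background, a lower share than among other genes (adjusted p = 0.00057, Fisher's exact test). Besides *CYP1B1* these were *CYP4F12* (7.86 ± 0.19, SD, n = 3), *CYP3A4*, the main drug-metabolizing enzyme of the liver (7.83 ± 0.19), *CYP27A1* (7.39 ± 0.12) and *CYP2A6* (7.25 ± 0.18), all within about 1 log2 unit of the thresholds apart from *CYP1B1*. Under the highest value of the panel as threshold 3 were above background, and under the median plus 3 scaled MADs none was, *CYP1B1* included. *CYP3A4* and *CYP2A6* also fell below background with the mean over probe sets and without _x_at and _s_at probe sets. Of 51 genes of conjugation and other metabolism 23 were above background (adjusted p = 0.81), led by *GSTO1* (11.47 ± 0.10), *ALDH1A3* and the quinone reductase gene *NQO1* (10.75 ± 0.18). *ADH7*, *AKR1B10* and *AKR1C1* were not, at 5.06 ± 0.04, 5.78 ± 0.19 and 6.65 ± 0.02. Of 34 ABC transporter genes 10 were above background (adjusted p = 0.086), with *ABCF1* (10.00 ± 0.05), which acts in translation, and the peroxisomal *ABCD3* (9.31 ± 0.13) among the brightest, and *ABCA1* (5.37 ± 0.18) among those that were not. Of 53 solute carrier genes 21 were above background (adjusted p = 0.33), among them the amino acid transporter genes *SLC7A1* (11.34 ± 0.22) and *SLC3A2* (10.20 ± 0.27), while the peptide transporter genes *SLC15A1* and *SLC15A2* were not (4.77 ± 0.19 and 4.55 ± 0.13). The shares of the last 3 groups did not pass the test.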

We should note, however, that the roles of membrane transporters and enzymes in ocular drug absorption are poorly understood.

Our recent literature analysis [47] revealed that 39 ocular drugs are known to be substrates to membrane transporters, but information about the expression and functionality of the transporters in the cornea is still sparse. Therefore, the impact of membrane transporters in the corneal drug absorption is unknown. Even though the DNA array analysis reveals differences in the transporter and enzyme expressions in the iHCE model and normal corneal epithelium (Table 5), there are no clear trends related to the families of transporters or enzymes. For example, both *ABC* and *SLC* transporters are found in the lists of overexpressed and under-expressed genes. Expression and functionality of transporter proteins should be further investigated and scaled to tissue properties before a stratified cell system based on the iHCE approach can be reliably applied to studies of active drug transport and metabolism.

The iHCE divergency in gene expression, though, may not occur or be so marked for features not associated with differentiation. Polarization and tightness of cell layers is a landmark of epithelial cell differentiation. The iHCE cell forms a tight permeation barrier with tight junctions and desmosomes shown at electron microscope level [22]. In this study, barrier properties of the cell model were confirmed by measuring transepithelial electrical resistance. 

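The electrical resistance of the cultures used for the arrays was 489, 439 and 468 Ω · cm^2 in cultures 1, 2 and 3, a mean of 465 ± 25.1 (SD, n = 3). The lowest of these, 439, exceeded the minimum of 300 set for the cultures. With 3 cultures no relation between resistance and expression was tested.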

Claudins 1, 4, and 11, which have been linked to the electric resistance and tightness of the cell barriers [48], were expressed at higher levels in the corneal epithelium than in the iHCE, but overall the expression differences for tight junction proteins were substantially less pronounced than those of the phenotype-associated markers, as were the genes coding for the desmosomal and cell-cell adhesion proteins desmoglein 1, desmoglein 3, desmocollin 3, and cadherin 13 [49] (Appendix 4). 

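Claudin genes were partly expressed in the iHCE cultures. *CLDN4* was above background at 7.86 ± 0.22 (SD, n = 3), as was *CLDN7* at 9.78 ± 0.17, while *CLDN1* and *CLDN11* (6.21 ± 0.06) were below it on all arrays. Of 22 measured tight junction genes 7 were above background (adjusted p = 0.27, Fisher's exact test against other genes), among them *TJP1*, which encodes the scaffold protein ZO-1 (10.09 ± 0.11), and the polarity gene *PARD3* (9.16 ± 0.38). The desmosomal genes *DSG1*, *DSG3* and *DSC3* were below background on all arrays, at 4.45 ± 0.06, 5.57 ± 0.33 and 5.38 ± 0.22, and *DSC2* (6.70 ± 0.33) exceeded the threshold on 2 of the 3. In contrast *DSG2*, the desmoglein gene of simple epithelia, had a level of 10.09 ± 0.16 and the desmoplakin gene *DSP* 10.19 ± 0.10. Of 20 genes of desmosomes and adherens junctions 12 were above background (adjusted p = 0.33), led by *ALCAM* (12.08 ± 0.14), the catenin gene *CTNNA1* (11.73 ± 0.14) and the E-cadherin gene *CDH1* (11.02 ± 0.08). *CTNNA1* was not above background without _x_at and _s_at probe sets. Neither share passed the test.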

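Of 9 measured genes of the typical dual specificity phosphatases, which inactivate MAP kinases, 6 were above background in the iHCE cultures. *DUSP1*, an immediate early gene, had a level of 12.22 ± 0.25 (SD, n = 3), *DUSP5* 8.61 ± 0.16 and *DUSP2* 8.24 ± 0.50. *DUSP10* (6.75 ± 0.26), *DUSP8* (6.00 ± 0.03) and *DUSP9* (6.03 ± 0.13) were not above background. The share did not pass the test against other genes (adjusted p = 0.37, Fisher's exact test). With the median plus 3 scaled MADs as threshold 3 of the genes were above background, and with the mean over probe sets 4.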

Finally, using the same microarray data analyzed in this report, Wang et al. [50] recently demonstrated a remarkable similarity of expression levels for most of the typical dual specificity phosphatases.

In conclusion, we demonstrated the differences in the global gene expression between the human corneal epithelium and stratified filter cultured cell culture system. Despite the correct morphology and barrier formation, there are still significant deviations of expression from the normal corneal epithelium. The SV40 transformed corneal epithelial cells could provide a useful model for certain areas of biologic study. However, the validity of the studies using these cells should be reconfirmed by parallel studies using native tissue or primary cells.

## Appendix 1. Quality report produced by AffyQCReport R Package and hierarchical clustering of iHCE and tHCE data.

To access the data, click or select the words “Appendix 1.” This will initiate the download of a compressed (pdf) archive that contains the file.

## Appendix 2. Functional annotation clustering of genes over-represented in iHCE.

To access the data, click or select the words “Appendix 2.” This will initiate the download of an Excel archive that contains the file.

## Appendix 3. Functional annotation clustering of genes under-represented in iHCE.

To access the data, click or select the words “Appendix 3.” This will initiate the download of an Excel archive that contains the file.

## Appendix 4. Differentially expressed genes by Benjamini-Hochberg correction.

To access the data, click or select the words “Appendix 4.” This will initiate the download of an Excel archive that contains the file.

## Appendix 5. Differentially expressed genes by Bonferroni post hoc correction.

To access the data, click or select the words “Appendix 5.” This will initiate the download of an Excel archive that contains the file.

How the deposited data were processed for this re-analysis (not part of the article)

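RNA from 3 independent batches of stratified, air-lifted iHCE cultures was measured on Affymetrix HG-U133A arrays, 1 array per batch. The labels gave each array its culture number and its electrical resistance. The authors processed the arrays by RMA in R 2.8.0, according to the submitters' processing notes and the methods, and deposited log2 expression values for 22283 probe sets. RMA corrects the background, normalizes the arrays to a common distribution and summarises each probe set, so differences in total brightness between arrays are already removed, and low values are compressed toward background. The deposited table is given by the manufacturer's probe sets, and the paper's ratios were computed on genes re-annotated with a custom chip definition. For the paper's own analysis the methods describe iHCE and tHCE arrays imported together and normalized across the whole data set. Whether the deposited table comes from such a joint run is not given in the sources used here. The tissue arrays were not analysed here, so no group was compared with another and no fold change was computed. The genome build behind the annotation is not given in the sources used here, and no coordinates are printed.

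Genes were named through the platform annotation of the probe sets, with symbols updated through Entrez numbers in the RefSeq gene table of assembly GRCh38.p14, used for names only. Of the probe sets 19071 had 1 symbol, 1043 had several and 2169 were not listed in this annotation, 68 of these being control probe sets. Of those with 1 symbol 12 were not found in the RefSeq table and kept their older name. A gene was taken from probe sets that name it alone, at the probe set with the highest mean. Genes of the study without such a probe set were not analysed here. This left 11964 genes.

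A gene was called above background when its value exceeded, on each of the 3 arrays, the 95th percentile of a panel of 68 genes of other tissues (retina, liver, pancreas, testis, muscle, brain, blood, kidney, thyroid, lung, stomach and pituitary), of which 57 were measured. The spread is the SD over the 3 cultures. The precision of each mean rests on 3 arrays, and arrays give no counting depth. Each array comes from its own culture batch, so the SD covers both culture and technical variation.

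24 gene lists, the panel, the design and the alternatives were fixed before the data were examined. The lists covered corneal, basal, simple epithelial and cornified genes, mitosis, DNA replication, p53 targets, the interferon response, tight junctions, desmosomes, hemidesmosomes, ABC transporters, solute carriers, cytochromes P450, phase II enzymes, dual specificity phosphatases, transcription factors, mesenchymal genes, mucins, and markers of keratocytes, melanocytes, immune cells, endothelium and conjunctiva. The share of a list above background was compared with that of all other genes by Fisher's exact test (two-sided), adjusted after Benjamini and Hochberg over the 24 lists. Genes of a list are not independent of each other. The corneal list drew 17 of its 20 genes from the study's Table 4. Over- and under-expressed genes of Tables 4 and 5 were compared by the same exact test. The relation in Table 1 was tested with 100000 permutations and, without the corneal keratins, with all permutations. For each list and culture, the median deviation of its genes above background from the mean of the cultures was set against 10000 random lists matched on level, for lists with at least 5 such genes, and read as outside when beyond the percentiles 2.5 and 97.5.

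The genes named in the text were drawn from a set fixed by a rule. The set holds the genes of the paper's text and of Table 1, the top 10 of each direction of Table 4, the ABC and cytochrome genes and the top 5 solute carriers of each direction of Table 5, from each list the 3 brightest genes above background and up to 3 others in alphabetical order, the 20 brightest genes, and the 10 genes of largest range. Values in the paper's tables had been seen when the rule was written. Of the 191 measured genes that the tables, the lists, the brightest genes and the range bring into the set, 168 are named and 23 are not, a departure from the rule. The other 29 named genes come from the paper's text or are further members of a list, such as the exceptions in a count, and these members were named after their values were seen.

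The alternatives were other background thresholds (the 90th percentile of the panel, its highest value, and its median plus 3 scaled MADs), the mean over the probe sets of a gene, leaving out probe sets marked _x_at or _s_at, quantile normalization of the 3 columns, leaving out each replicate, and a one-sided limma test of the mean above the threshold with an adjusted p under 0.05. Leaving the genes of Tables 1, 4 and 5 out of the lists, and setting the dimmer sides of Table 1 that lay below background to the threshold, were added after the data were seen. The steps were tested on simulated levels of 11964 genes with the spread of these arrays. limma recovered 50.7% of genes set 0.5 log2 units above background, 85.1% at 1 unit and 98.5% at 2 units, with 1 false call among 11764 genes at or below background. The rule of exceeding the threshold on each array recovered 95.5%, 100% and 100%, with 73 false calls. These were 27.0% of its calls in this simulation, against 0.637% for limma, so genes close to background can be called by chance. Only 67, 67 and 66 genes were raised there, against 5657 genes above background in the data, so these percentages do not carry over to the data. The simulation took the threshold as given, so it does not test whether the threshold separates expressed from unexpressed genes. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1 were used.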

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

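The tests of the array of culture 1 were chosen after its position had been seen.

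Genes of the interferon response, which the paper's text does not discuss, were expressed in the iHCE cultures at 24 of 26 measured genes, a higher share than among other genes (adjusted p = 2.3e-05, Fisher's exact test). The antiviral gene *MX1* had a level of 12.11 ± 0.27 (SD, n = 3), the ubiquitin-like modifier gene *ISG15* 12.00 ± 0.54 and *IFI27* 11.67 ± 0.39, and *CXCL10* (6.55 ± 0.25) and *IFIT2* (6.91 ± 0.18) were not above background. *MX1*, *ISG15* and *BST2* stand in Table 4 and *TAP1* in Table 5 as over-expressed against the corneal tissue, with log2 R of 4.62, 4.50, 4.44 and 2.08 in the paper. Without these 4 genes, 20 of 22 were above background (adjusted p = 0.00030). The call was kept in 10 of 10 alternative settings. Genes of hemidesmosomes and the basement membrane, also outside the paper's text, were above background at 14 of 16 (adjusted p = 0.0050), with *ITGB1* (12.25 ± 0.20; not above it with the mean over probe sets or without _x_at and _s_at probe sets), *LAMB3* (9.89 ± 0.27) and *LAMC1* (9.61 ± 0.09) brightest and *HSPG2* (7.05 ± 0.09) and *NID1* (5.28 ± 0.21) not above it. That call was lost under 3 of 10 alternatives, the median plus 3 scaled MADs (adjusted p = 0.55), the mean over probe sets (0.51) and without _x_at and _s_at probe sets (0.29). Of the 19 genes listed for that group 16 were measured. The collagen gene *COL17A1*, under-expressed in Table 4 with a log2 R of -5.47, was not measured here and is not among the 16. The tissue arrays were not analysed here, so no gene of either group was compared with tissue here.

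The poly-A control transcripts, which the paper's text does not discuss, were lower by a median of -1.37 log2 units on the array of culture 1 than the mean of the other arrays, at 24 of 24 probe sets. The median of the poly-A probe sets was 5.44, 6.82 and 6.67 in cultures 1, 2 and 3, below the thresholds of 7.04, 6.92 and 6.78. The size of the difference between these medians is therefore uncertain, being read within background, but its direction was shared by all 24 probe sets. The hybridization controls differed by a median of -0.26. This array also lay apart over the genes. None of the technical explanations tested could be excluded. The hybridization controls moved by 0.186 of the shift of the poly-A controls, a ratio that rests on those values within background. It decides nothing about less hybridized material, since RMA had also removed differences in total brightness. After quantile normalization r between cultures 2 and 3 still exceeded the higher r with culture 1 by 0.00583, but that step moved no r by more than 0.00033, since the arrays already shared a distribution, and so it decides nothing either. The difference between the 3' and 5' control probe sets in culture 1, against the highest of the others, was -0.267 for *ACTB* and 0.305 for *GAPDH*, so these genes point opposite ways on degraded RNA. The 3' probe sets read higher on every array, by 2.99, 3.25 and 3.00 log2 units for *ACTB* in cultures 1, 2 and 3. For *GAPDH* the difference was 1.64, 1.34 and 1.28. Whether a difference shared by all arrays affects the calls of other genes was not tested. The criterion of that test was changed after its values were seen, from either gene to both, and by the earlier one *ACTB* would have counted against degraded RNA. A difference between the culture batches, or in the amount of control added, was not tested.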

How the results depend on the processing

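The alternatives were planned except for leaving the genes of Tables 1, 4 and 5 out of the lists and tying the genes of Table 1 below background, which were chosen after seeing the data. No paired analysis was possible because only 1 group of cultures was analysed here. The difference between over- and under-expressed genes in the share above background passed the test in all 10 alternatives for Table 4 and for Table 5, but the study chose these genes for their direction on the same arrays, so this says nothing about how far the split would hold elsewhere. Genes near the background thresholds, 854 of them above it on 1 or 2 arrays, are those whose calls the signal over background limits. Leaving out probe sets marked _x_at and _s_at, which leaves fewer genes, brought the genes above background to 3261, the over-expressed genes of Tables 4 and 5 to 25 and 5, the under-expressed genes of Table 5 to 0, and the lists to 1 (corneal), 26 (mitosis), 21 (DNA replication), 7 (desmosome), 4 (ABC) and 1 (cytochromes P450), and it took Pearson's r in Table 1 to -0.71 (permutation p = 0.065) and Spearman's rho to -0.82 (0.035). That setting measured 8371 genes, with 27 and 8 over-expressed genes of Tables 4 and 5 and 13 under-expressed genes of Table 5. The lists then held 12 corneal, 30 mitosis, 23 DNA replication, 13 desmosome, 23 ABC and 25 cytochrome genes. Some of the fall in these counts can thus be genes not measured. Tying the Table 1 genes below background took rho to -0.44 over the 11 genes, and the removal of probe sets was not tested with ties. The 90th percentile gave 5 and 6 under-expressed genes of Tables 4 and 5, 5 corneal, 11 tight junction, 16 ABC and 9 cytochrome genes. The highest panel value gave 1 under-expressed gene of Table 5 and 3 cytochrome genes. The median plus 3 scaled MADs gave 0 under-expressed genes of Table 4, 7 over-expressed and 1 under-expressed of Table 5, 6 ABC genes and 0 cytochrome genes. The mean over probe sets gave 3 under-expressed genes of Table 4 and 5 corneal genes. Lists with a lower share than other genes numbered 6, and 2, 3 and 3 with the MAD threshold, the mean over probe sets and without _x_at and _s_at probe sets. List and culture values outside the band of random lists numbered 11 of 42, with 2.1 expected by chance, and 3 of 39 with the mean over probe sets. The 2.1 holds for lists of unrelated genes. Genes of a list are not independent, nor are the 3 values of a list, which are deviations from the mean of the cultures. The excess over 2.1 was not tested. Leaving out each replicate in turn gave 1 to 3 under-expressed genes of Table 4, 3 to 5 corneal genes (5 without replicate 2, when that list no longer passed the test, adjusted p = 0.11) and a median SD from 0.0949 to 0.133. Without the genes of Tables 1, 4 and 5, 26 mitosis and 6 ABC genes remained above background, since the lists were shorter. Of the 197 genes named, 143 kept their call in every alternative that measured them. The median plus 3 scaled MADs took 21 below background, *CCN2*, *ATM* and *ABHD17A* among them, and the removal of _x_at and _s_at probe sets 13 of the 119 it still measured, namely *AK1*, *AURKA*, *CTNNA1*, *CYP2A6*, *CYP3A4*, *ELF3*, *FN1*, *HUWE1*, *ITGB1*, *ITGB4*, *RPL37A*, *SLC2A1* and *SLC7A8*, the mean over probe sets took *CYP2A6*, *CYP3A4*, *FBLN1*, *ITGB1*, *ITGB4*, *SFTPC*, *SLC7A8* and *TEK* below it, the highest panel value took 9 below it, among them the range genes *DRAP1*, *LPGAT1* and *PMAIP1*, while the 90th percentile brought 23 above it. The mean over probe sets also brought 6 named genes above background, *PAX6* and *PLK1* among them. Leaving out replicate 1 brought 9 above it and leaving out replicate 2 brought 3. Quantile normalization, limma and leaving out replicate 3 changed no call of a named gene. Apart from fewer genes or arrays entering, the cause of these changes was not tested.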

Differences from the paper's values

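The paper gives 12029 re-annotated genes, and 11964 genes were measured here from the deposited probe sets, a difference under 1.5 times. Its ratios between iHCE and tHCE could not be set beside values of the same kind, since the tissue arrays were not analysed here. The paper speaks of an absence of *PAX6* expression in the iHCE. Here *PAX6* exceeded the background threshold on 2 of the 3 arrays, with a mean of 6.83 ± 0.28 (SD, n = 3) against a mean threshold of 6.91. It was called above background with the 90th percentile of the panel, with the mean over probe sets and without replicate 2, and not with the other alternatives set before the data were examined that measured it. The corneal genes that the paper names beside it, *KRT3*, *KRT12*, *GJA1* and *ALDH3A1*, were below background on all arrays here. The paper states that PCR gave larger ratios than the array, and by its own values in Table 1 this holds in size for 9 of 12 genes.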

Other observations

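The prediction for Table 1 was written before its result was seen, and its test with tied genes was chosen after.

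Genes listed as targets of the tumor suppressor p53, which the SV40 large T antigen binds, were in part above background in the iHCE cultures. Whether p53 drove their expression was not tested. Of 16 measured target genes 11 were above background, led by the cell cycle inhibitor gene *CDKN1A* (10.33 ± 0.08, SD, n = 3), the cyclin gene *CCNG1* (10.17 ± 0.15) and the death receptor gene *TNFRSF10B* (9.50 ± 0.21). *BAX* (6.70 ± 0.34), *MDM2* (6.16 ± 0.26) and *PERP* (7.09 ± 0.67) were not. The share did not pass the test (adjusted p = 0.24, Fisher's exact test), and it passed it with the 90th percentile (adjusted p = 0.012) and without replicate 1 (0.010). Of 12 genes of ocular surface mucins and glycans 3 were above background (adjusted p = 0.24), the galectin gene *LGALS3* (11.67 ± 0.21), the lipocalin gene *LCN2* (10.05 ± 0.50) and *MUC1* (8.68 ± 0.35). The membrane mucin genes *MUC16* (5.92 ± 0.13) and *MUC4* (5.06 ± 0.18) were not. The mesenchymal marker *VIM*, often present in cultured epithelial cells, was not above background either (6.07 ± 0.23).

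Markers of other cell types were largely at background. Keratocyte and fibroblast markers were above it at 1 of 15 genes, *FBLN1* (8.15 ± 0.22, SD, n = 3; adjusted p = 0.0048), immune and Langerhans cell markers at 1 of 16, *CD74* (7.49 ± 0.26; adjusted p = 0.0032), melanocyte markers at 0 of 7 (adjusted p = 0.040, lost in 7 of 10 alternatives), endothelial markers at 1 of 8, *TEK* (7.24 ± 0.26; adjusted p = 0.15), and conjunctival markers at 2 of 9, *KRT19* and *SPDEF* (8.40 ± 0.12; adjusted p = 0.27). The collagen gene *COL1A1* (7.05 ± 0.30) and the melanocyte factor genes *MITF* (6.85 ± 0.39) and *SOX10* (6.97 ± 0.24) exceeded the threshold on 2 of the 3 arrays, and *THY1*, *CD14* and *CDH5* on 1. *FBLN1* and *TEK* were not above background with the mean over probe sets, nor *CD74* and *TEK* with the median plus 3 scaled MADs, nor *TEK* with the highest panel value. The keratocyte call was lost with the median plus 3 scaled MADs (adjusted p = 0.092) and without _x_at and _s_at probe sets (0.31).

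Most interferon response genes were lower in culture 3 than their mean over the cultures, 22 of the 24 above background. In culture 1, 10 of them were below their mean and 14 above it, and in culture 2, 7 were below and 17 above. Their median deviation from the mean of the cultures was 0.155, 0.105 and -0.199 log2 units in cultures 1, 2 and 3, at the percentiles 99.8, 100 and 0 of random lists matched on level. With the mean over probe sets the deviation in culture 1 turned to -0.030 (percentile 14.4), inside the band, and those of cultures 2 and 3 stayed outside. Over all lists 3 of 39 values were outside in that setting, against 11 of 42. This describes 3 arrays and carries no test of the cultures.

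The paper holds it likely that the larger PCR ratios come from low readings being overestimated on the array. The values do not decide this. Spearman's rho of -0.627 between the PCR excess and the distance of the dimmer side from background ranks 7 of 11 genes by values below background, which carry no order, and with these tied it was -0.442 (exact permutation p = 0.18). The median excess was 6.23 for the 7 genes below background and 0.315 for the 4 above it, a difference in the direction the paper expects, but it did not pass a test chosen after the data were seen (exact permutation test of ranks, p = 0.23, 330 splits), and the excesses below background ran down to -1.1. For genes with a positive log2 R the excess and the distance also share the array ratio, which the permutations do not allow for. The explanation stays open. For *FOXA1* the tissue level implied by the paper's log2 R is 2.46, under 3.29, the lowest value of the deposited table, so the paper's ratios and this table may not share a scale for every gene.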
